A study of Arabidopsis thaliana with 8 samples.

How the data were processed

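Chromatin immunoprecipitation followed by sequencing (ChIP-seq) with an antibody against CONSTANS (CO) was carried out on Arabidopsis thaliana seedlings of 2 genotypes, 35S:CO and co-10. The labels describe 8 samples in 4 groups of 2, an input and an immunoprecipitate for each genotype. Seedlings were 7 days old and grown in long days. Per the labels, chromatin was crosslinked with 1% formaldehyde for 20 min and with 1 mM disuccinimidyl glutarate (DSG), a protein-protein crosslinker, for 10 min.

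The values analysed were 3 peak lists that the authors deposited in narrowPeak format: a list for 35S:CO, a list for co-10 and a filtered list. The peak names in the genotype lists carry the word "both", and each genotype has a single list. The peaks were therefore treated as called on pooled replicates, so the spread between replicates could not be had, and no value below has a replicate check. The fold enrichment of each peak over its background is a ratio that the authors deposited in their lists. The lists also give the −log10 p-value and the −log10 q-value of each peak, as deposited by the authors. The deposited position of the summit within each peak was used as an offset in bp and carries no measure of strength. The aligner, the peak caller, the thresholds and the genome build were not stated in the labels or in the headerless lists. Coordinates are given as in the authors' files, counted from 1, with the build not stated. Sequencing depth per sample cannot be read from peak lists.

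The pileup (the number of fragments over the summit) and the background (the fragments expected there) were recovered from the deposited values. The fold enrichment was taken as (pileup + 1) / (background + 1) and the p-value as the Poisson probability of a count above the pileup. Whole-number pileups up to 4999 were tried. A solution within 0.001 of the deposited −log10 p-value was found for 3306 of 3306 peaks of the 35S:CO list and for 379 of 380 peaks of the co-10 list; the remaining peak was solved within 0.01. After shuffling the p-values among peaks, 0.605% and 0.789% of the peaks gave such a solution. Pileups and backgrounds below are these recovered values. They depend on the assumed formula, and a background is scaled by the caller, so it measures relative depth and not a read total.

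Peaks were counted as shared when they overlapped by at least 1 bp. Sharing was tested on the nuclear chromosomes against 1000 random placements of the co-10 peaks, with widths and chromosomes kept, one-sided. Fold enrichments of shared and unshared peaks were compared by the difference of medians on the log2 scale, with a two-sided permutation test of 100000 resamples across peaks. Peaks are not replicates of the experiment, so these tests describe the lists. Shares of summits carry Wilson 95% intervals, which cover counting error only. The libraries were made by PCR with no molecular identifiers mentioned in the labels.

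Gene names and neighbouring genes came from a RefSeq gene table of assembly TAIR10.1, with 27444 nuclear protein-coding genes. As the build of the peaks is not named, the fit of the lists to that table was checked on the data. Moving all nuclear filtered summits along the chromosomes in steps of 50 bp, the share inside protein-coding genes, smoothed over neighbouring shifts, was lowest at a shift of 0, where it was 38.3%, against 58.9% at 5000 bp to either side. The lowest share lay at 0 on chromosomes 1, 3 and 4, at -150 bp on chromosome 2 and at 100 bp on chromosome 5. Assignments of peaks to genes rest on that check, and no coordinates of genes are given. The table has no strand. The planned promoter of 1000 bp upstream was therefore replaced, after the data were seen, by the 1000 bp on either side of a gene, and a gene was counted as having a peak when a summit lay in the gene or within 1000 bp of it. The planned motif and hexamer tests were not run, since no genome sequence was used here.

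Lists of clock, flowering, light signalling and highly transcribed genes, 86 genes in all, were fixed before the data were examined, and 86 matched the gene table by identifier. The last of these lists was meant as a control for unspecific signal at open, active genes. Each list was compared with 10000 random lists of protein-coding genes of the same size, matched on gene length in 10 classes, which is a one-sided permutation test over genes. Benjamini-Hochberg adjustment covered the 4 lists. Another 3 lists were drawn from gene symbols after the results were seen: ribosomal protein genes, photosynthesis genes outside the fixed lists, and B-box (BBX) genes outside the fixed lists and outside the strongest filtered peaks. Adjustment covered these 3 lists separately.

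Named genes followed a rule fixed before the data were examined. It covered CO and FT whatever their values, up to 12 genes per list of the clock, flowering and light signalling lists by fold enrichment, the genes at the 10 strongest filtered peaks, and the genes at the 5 strongest co-10 peaks. Genes named outside that rule are marked as chosen after their values were seen.

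To compare the depth of the genotypes, the ratio of the co-10 to the 35S:CO background was taken at overlapping nuclear peaks with a background under 10. The pileups of 35S:CO peaks were then thinned to that ratio by binomial draws, 100 times. A thinned peak was counted as callable when its −log10 p reached the lowest deposited value in the co-10 list, 4.28.

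The alternatives tried were stricter q-value limits of 5 and 10 on the −log10 scale, an overlap of 50% of the 35S:CO peak, summits within 100 bp, flanks of 500 and 2000 bp, flanks without the gene, the unfiltered 35S:CO list, lists not matched on length, lists matched on neighbouring summits within 20000 bp, and summits moved by 5000 to 20000 bp in place of random placement. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. The steps were tested on simulated data: 100.0% of 500 simulated pileups were recovered, 2.0% of 200 placement tests of unrelated lists and 3.5% of 200 unrelated gene lists reached a p of 0.05 or less, and 100.0% of 200 gene lists with peaks added to 12 of 24 members did so. Simulated peaks were placed evenly and genes were hit independently. These rates therefore do not cover peaks that gather in blocks or neighbouring genes that share a summit.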

Results

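CONSTANS is a transcription regulator of photoperiodic flowering in Arabidopsis, and the series title places it upstream of changes in the circadian clock. Binding of CO was mapped by ChIP-seq with an anti-CO antibody in 7-day-old long-day seedlings. The 35S:CO plants overexpress CO from a viral promoter, and the co-10 mutant served as the control for antibody signal that does not come from CO. Each genotype had 2 immunoprecipitates and 2 inputs. The deposited values were 1 pooled peak list per genotype and 1 filtered list, so replicates could not be compared and the differences between the genotypes have no replicate check.

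The 35S:CO list held 3306 peaks and the co-10 list 380. Of these, 3287 and 312 lay on the nuclear chromosomes. Median peak width was 472 bp in 35S:CO and 395 bp in co-10. Median fold enrichment over background, as given by the authors, was 5.34 in 35S:CO and 4.33 in co-10, and the highest values were 62.3 and 63.9. Those medians include organellar peaks, and on the nuclear chromosomes they were 5.37 and 4.63. The median recovered background of nuclear peaks was 3.07 fragments in 35S:CO (interquartile range 2.73 to 3.49) and 1.09 in co-10 (0.879 to 4.91). In the assumed formula, the 1 added to pileup and background lowers the ratio more where the background is low. Fold enrichments of the genotypes are therefore not on an equal scale. At 46 pairs of overlapping peaks with low background, the co-10 background was 0.534 of that in 35S:CO (interquartile range 0.487 to 0.641). The number of peaks was recomputed under stricter q-value limits only. At a −log10 q of at least 10, 1582 peaks of 35S:CO and 53 of co-10 were left.

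The difference in depth was set against the difference in peak number. After thinning the 3210 nuclear 35S:CO peaks that no co-10 peak overlapped to the co-10 depth, 2503 ± 20.3 (SD over 100 draws) still reached the lowest p-value in the co-10 list, which is 78.0% of them. With a scale of 0.356, taken from the median backgrounds of all nuclear peaks, 2030 ± 20.7 did so. The co-10 list overlapped 77 nuclear 35S:CO peaks.

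The 35S:CO peaks were spread along the chromosome arms, with 883, 563, 616, 502 and 723 peaks on chromosomes 1 to 5. The co-10 peaks were concentrated, with 111 of the 312 nuclear peaks on chromosome 2. A block of chromosome 2 from 3248106 to 3475264 held 44 of them. Another 45 co-10 peaks lay on the mitochondrial genome, where the 35S:CO list had 1.

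**Figure D1:**
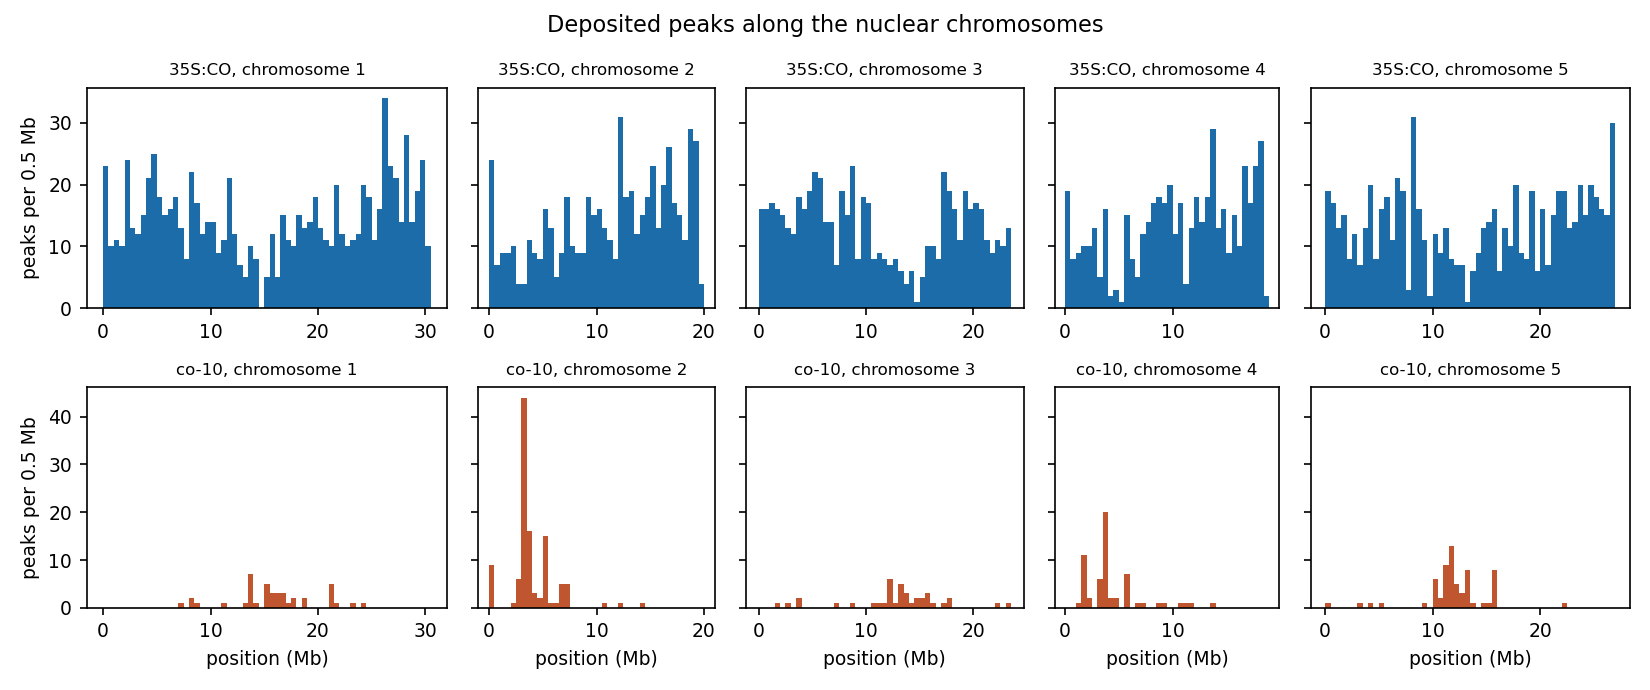
Number of deposited peaks per 0.5 Mb (vertical axes, which differ between the genotypes) along chromosomes 1 to 5 (position in Mb, build not stated) for 35S:CO (upper row, blue) and co-10 (lower row, orange). The co-10 peaks gather in a few places, with 44 peaks in a single block of chromosome 2, while 35S:CO peaks cover the arms.

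To ask which signal remained without functional CO, the lists were overlapped. On the nuclear chromosomes, 77 of 3287 35S:CO peaks (2.34%) overlapped a co-10 peak, against 9.3 ± 3.08 (SD) for randomly placed co-10 peaks (p = 0.001, one-sided permutation test of the positions, the smallest that 1000 placements can give). Seen from the other list, 74 of 312 nuclear co-10 peaks overlapped a 35S:CO peak. The alternative that moved this number most, a −log10 q of at least 5 in both lists, left 37 shared peaks against 3.19 by chance. Shared peaks were weaker: their median fold enrichment was 3.74 against 5.45 in unshared peaks. The difference of medians was -0.54 on the log2 scale (p = 2e-05, two-sided permutation test across peaks, the smallest that its resamples can give). The 47 shared peaks with a background of at most 10 fragments had a median fold enrichment of 4.19, nearer to the unshared value. That smaller difference was not tested. None of the 100 strongest nuclear 35S:CO peaks overlapped a co-10 peak, and 1 of the 1000 strongest did, which was the peak at CO itself.

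The filtered list was a subset of the 35S:CO list. All of its 3214 peaks had the same coordinates, fold enrichment and summit in the 35S:CO list. Each of the 92 peaks that were missing overlapped a co-10 peak by at least 1 bp, and none of the retained peaks did, although 28 lay within 1000 bp of one. The removed peaks comprised 77 nuclear and 15 organellar peaks. Among the nuclear ones, 30 had a background above 10 fragments, a level that only 2 retained nuclear peaks reached.

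Peak positions relative to genes were examined for the 3210 nuclear filtered peaks. Summits lay inside protein-coding genes in 38.2% of cases (Wilson 95% interval 36.5 to 39.9), below the 54.1 ± 0.87% (SD) of randomly placed summits (p = 0.001, one-sided permutation test of the positions, the smallest that 1000 placements can give). A further 37.9% (36.2 to 39.6) lay outside genes but within 1000 bp of one, above the 20.4 ± 0.72% of random placement (p = 0.001 by the same permutation test, again the smallest possible). The remaining 23.9% lay farther away. The share near genes was moved most by the width of the flank, at 26.0% within 500 bp and 49.3% within 2000 bp, against 13.3% and 27.9% by chance. Nuclear co-10 summits were distributed differently: 17.6% (13.8 to 22.2) lay in protein-coding genes, 8.65% within 1000 bp of one and 73.7% farther away. Random placement gave 53.0% in genes and 20.4% in flanks for co-10. Moving each co-10 summit locally along its chromosome gave 22.4 ± 1.98% (SD) and 15.0 ± 1.83%. Most of the low share in genes therefore goes with the regions where co-10 peaks gather. The observed shares were still below those of moved summits (p = 0.017 in genes and 0.002 in flanks, one-sided permutation test of the positions). Annotations that the gene table classes as pseudogenes held 172 co-10 summits (55.1%) but 167 filtered summits (5.20%). What kinds of sequence that class contains was not examined, nor was how reliably reads can be placed there.

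**Figure D2:**
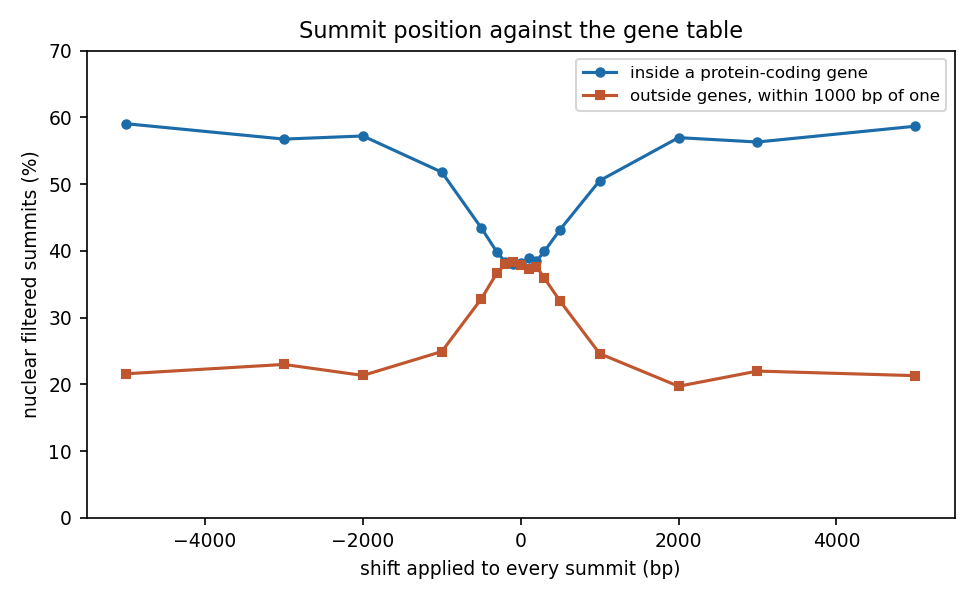
Share of the 3210 nuclear filtered summits (vertical axis, %) inside a protein-coding gene (blue circles) or outside genes but within 1000 bp of one (orange squares), after moving every summit by the number of bp on the horizontal axis. At a shift of 0 the shares are 38.2% and 37.9%, and at larger shifts on either side the share inside genes rises and the share in flanks falls.

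Genes of the circadian clock were the subject of the series. In all, 3076 of 27444 nuclear protein-coding genes (11.2%) had a filtered summit in the gene or within 1000 bp of it, and 88 (0.321%) had a co-10 summit. Of the 24 clock genes fixed in advance, 16 had a filtered summit, against 2.97 in length-matched random lists. Of 19 flowering genes, 10 did so, against 2.37, and of 19 light signalling genes 13, against 2.28. The list of 24 highly transcribed seedling genes, chosen in advance as a control for unspecific signal, had the largest share: 21 genes against 2.72 by chance. Each of the 4 lists had p = 0.0001 (one-sided permutation test over genes, the smallest that 10000 random lists can give) and a Benjamini-Hochberg adjusted p of 0.0001. The excess of the clock list therefore did not exceed that of the control list. With summits inside the gene left out, the alternative that moved the lists most, 10 clock, 6 flowering, 8 light signalling and 8 highly transcribed genes remained counted. Neighbouring list members share summits: the 21 highly transcribed genes had 23 distinct summits among them, and the pairs LHCB1.4 and LHCB1.5 and RBCS1B and RBCS2B, named after their values were seen, had a common one. The near-identical copies in the LHCB1 and RBCS families also make the placement of their reads uncertain.

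In the co-10 list, no clock, light signalling or highly transcribed gene had a summit, and 1 flowering gene did, which was CO. When filtered peaks were thinned to the co-10 depth, 15.9 ± 0.33 clock genes, 9.98 ± 0.14 flowering genes, 12.6 ± 0.56 light signalling genes and 16.9 ± 1.25 highly transcribed genes (SD over 100 draws) still had a callable peak.

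**Figure D3:**
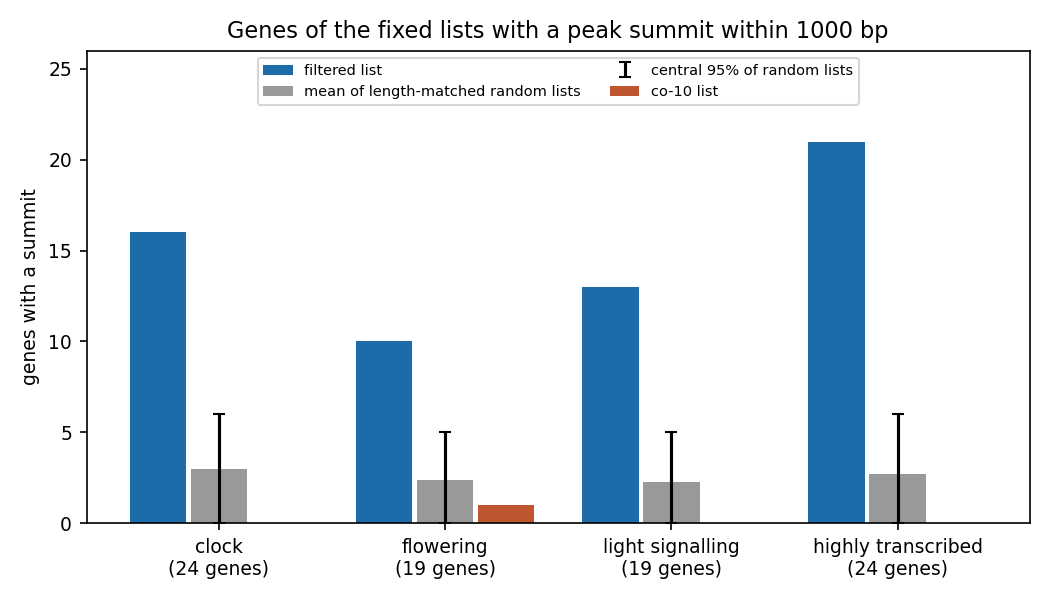
Number of genes (vertical axis) in each of the 4 fixed lists with a summit in the gene or within 1000 bp, for the filtered list (blue) and the co-10 list (orange). Grey bars give the mean of 10000 length-matched random lists and error bars their central 95% range. All 4 lists exceed that range, the highly transcribed list by the most with 21 of 24 genes, and co-10 has a summit at 1 flowering gene only.

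The strongest clock-gene peak lay in RVE8 (AT3G09600, chromosome 3, 2945056 to 2947236), with a fold enrichment of 43.6 from a pileup of 217 fragments. LNK2 (34.9), PRR9 (30.6), LHY (29.4) and RVE4 (27.2) followed in fold enrichment. CCA1 (19.0), LNK3 (17.2), GI (15.2), RVE1 (15.0), LNK4 (13.5), ELF4 (9.89) and LUX (8.60) had weaker peaks. The strongest summit lay inside the annotated gene in 6 of the 16 clock genes and outside it within 1000 bp in the rest. The LHY peak spanned 37553 to 38302 on chromosome 1, the CCA1 peak 19245154 to 19245810 and the PRR9 peak 19231945 to 19232847 on chromosome 2.

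FT (AT1G65480), the florigen gene that CO activates in long days, had a summit within 1000 bp outside the gene. That peak spanned 24330966 to 24331533 on chromosome 1, with a fold enrichment of 10.5 from a pileup of 43 over a background of 3.20. The FT region had 2 further filtered peaks within 10000 bp, at fold enrichments of 5.15 and 4.48. No co-10 peak lay within 10000 bp of FT. Among the other flowering genes, fold enrichment of the strongest peak was 28.7 at CDF3, which had 4 summits, 25.7 at CDF5, 17.6 at CDF1, 15.2 at CDF2, 12.7 at SOC1, 9.09 at COL2, 8.24 at SVP, 8.18 at COL1 and 6.49 at FUL. In the light signalling list, fold enrichment was 33.6 at BBX32, 29.3 at BBX25, 25.6 at BBX31, 20.9 at SPA1, 19.8 at PIF7, 12.6 at CRY1 and 12.2 at BBX24. It was 9.93 at HYH, 6.99 at COP1, 6.23 at PIF5, 5.60 at BBX22 and 5.16 at HY5.

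Peaks at listed genes ranged widely in strength. The median fold enrichment of the strongest peak per gene was 15.1 in the clock list (5.88 to 43.6), 11.6 in the flowering list, 12.2 in the light signalling list and 6.97 in the highly transcribed list (2.95 to 34.7). The medians of the 16 clock and 21 highly transcribed genes differed by 1.11 on the log2 scale, which the test did not separate from chance (p = 0.22, two-sided permutation test with 100000 resamples, chosen after the counts were seen). Only medians were compared, so the test does not address the weakest peaks, where the highly transcribed list reached 2.95 and the clock list 5.88. Genes with a common summit were counted separately.

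**Figure D4:**
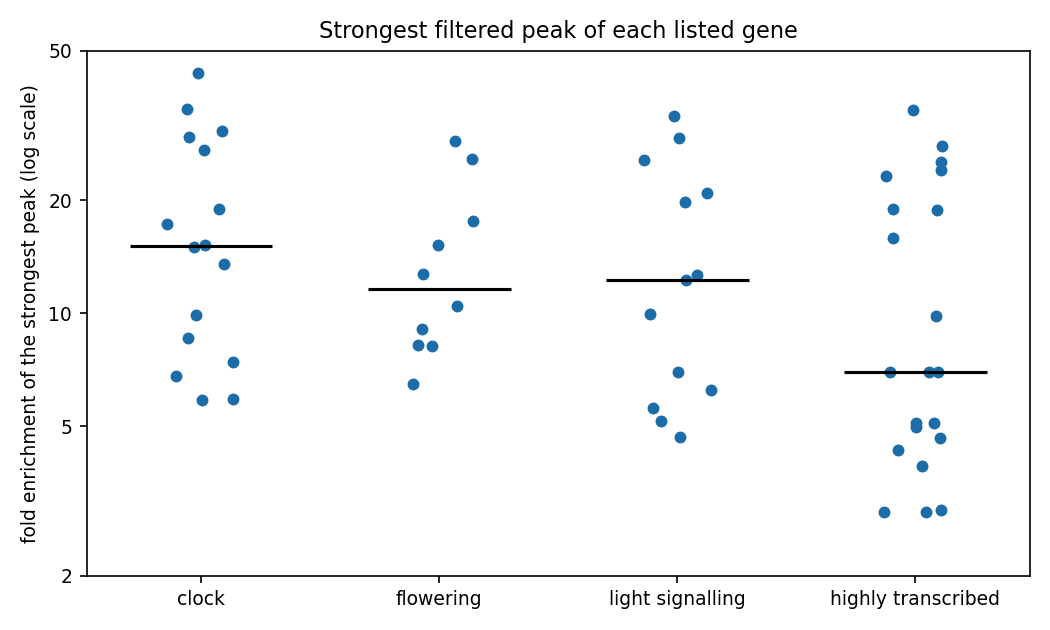
Fold enrichment of the strongest filtered peak (vertical axis, log scale) of each gene with a summit, by fixed list; each point is a gene and each line the median of its list. The medians are 15.1, 11.6, 12.2 and 6.97 from left to right, and the lists overlap over most of their range.

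The strongest filtered peak of all had a fold enrichment of 62.3 from a pileup of 244 over a background of 2.93. It spanned 6491705 to 6494847 on chromosome 2, with its summit outside AT2G15020 within 1000 bp. The next, at 61.3, lay beside BBX28 (AT4G27310) on chromosome 4, from 13673979 to 13676551. Among the 10 strongest, 3 had no annotated gene within 1000 bp of the summit. These were on chromosome 4 from 2595010 to 2596508 (59.9), chromosome 3 from 7711030 to 7713004 (58.0) and chromosome 5 from 14124198 to 14125214 (51.6). The others had summits in the long non-coding RNA gene AT5G03755 (55.5), near AT1G19490 and AT1G19500 (55.1), near BBX19 and AT4G38950 (51.5), near ABCF5 (46.8) and near ELIP1 and AT3G22845 (46.2). The chromosome 3 peak without a gene directly followed the BBX31 peak, which spanned 7709161 to 7710925. It is therefore not isolated from BBX31, although its summit fell outside the 1000 bp limit.

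The target gene itself had the strongest peak of the control. In co-10, the peak at CO (AT5G15840, which overlaps AT5G15843) spanned 5171197 to 5172836 on chromosome 5, with a fold enrichment of 63.9 from a pileup of 155 over a background of 1.44. In 35S:CO, the peak there spanned 5171186 to 5173112, with a fold enrichment of 15.3 from a pileup of 108 over a background of 6.14. That background was 2.01 times the median of nuclear 35S:CO peaks with a background under 10, and in co-10 the corresponding ratio was 1.37. The peak at CO was therefore absent from the filtered list. The next co-10 peaks were far weaker, at 9.13 near AT2G12510, 8.60 in AT4G19270, 8.26 near AT4G07747 and 8.11 near AT2G07740. The gene table classes AT2G12510 and AT2G07740 as pseudogenes and AT4G07747 as a transcribed pseudogene.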

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

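The tests in this part were chosen after the result was seen. The filtered list kept 4 peaks on the plastid genome, which belongs to no comparison of nuclear binding above. They drew attention because they are signal outside the nuclear measurement that passed the authors' filter. Their fold enrichments ran from 1.42 to 1.52, the lowest 4 of the list, on backgrounds near 157 fragments. All 4 lay within 1000 bp of a co-10 plastid peak without overlapping it, while 14 of the 18 plastid peaks of 35S:CO did overlap one and were removed. Counting noise of independent fragments around an even background is argued against by the values of the peaks. The lowest deposited −log10 q among them was 4.52 and the highest 7.08, while the list admits values down to 1.5. These values treat every fragment as independent, which libraries made by PCR without molecular identifiers do not ensure. The low fold enrichments, 1.52 at most, restate what was seen and decide nothing about fluctuation of the background beyond counting noise, which stays open. Uneven recovery of plastid DNA between the genotypes was not tested. No biological explanation was tested.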

How the results depend on the processing

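No paired analysis was possible because each genotype has 1 pooled peak list and no column belongs to a replicate. For the same reason leaving out each replicate was not possible. The motif and hexamer tests and the alternatives limited to the upstream side of genes were not run, since neither sequence nor strand was used here.

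Of 42 alternatives, 34 had a test, and all 34 kept the direction of the reported value and a p of 0.05 or less. This covers sharing with co-10, the fold enrichment of shared peaks, the share of summits near genes and the 4 gene lists. Over the 24 alternatives for the gene lists the highest p was 0.0041. None reversed. In 11 of the 42, a count moved by more than 1.5 times.

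A −log10 q of at least 10 left 1582 peaks in 35S:CO, 53 in co-10 and 1539 in the filtered list, and a limit of 5 left 155 in co-10. Stricter limits keep fewer peaks by construction. Shared peaks fell to 41 when summits had to lie within 100 bp of each other and to 37 with a −log10 q of at least 5 in both lists. Counting only summits in the flanks and not in the gene, an alternative chosen after the data were seen, gave 10 clock, 6 flowering, 8 light signalling and 8 highly transcribed genes. With a −log10 q of at least 10, 12 highly transcribed genes had a summit, while the clock list had 15. The order of these lists thus depends on the limit. The cause was not tested.

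Depth limits the co-10 list. At its depth 2503 of the unshared 35S:CO peaks would be callable by the scale of overlapping peaks, and 2030 by the scale of all nuclear peaks, so absence from co-10 cannot be read for the remaining, weaker peaks.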

Other observations

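The tests on thinning, tRNA genes, highly transcribed genes, ribosomal protein genes and photosynthesis genes had their possible outcomes set down before they were computed, though the ribosomal protein and photosynthesis lists were picked only after the counts of the fixed lists were seen. The thinning by gene list, and the tests on BBX genes, the CO peak, the mitochondrial peaks and the highest pileups, were chosen after the result was seen.

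The co-10 list is shorter than the 35S:CO list, and its background is lower. Shallower co-10 libraries alone would leave few unshared 35S:CO peaks callable at the co-10 depth, but 2503 remained callable after thinning. Loss of CO in co-10 stays open as a biological explanation, as does a difference in immunoprecipitation efficiency, which pooled lists cannot separate from genotype. No wild type was among the samples, so loss of CO in co-10 cannot be told apart from overexpression of CO in 35S:CO. The unshared peaks therefore cannot be read as sites that CO occupies at its normal level.

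The control list of highly transcribed genes came out against its purpose. It was set down in advance that unspecific signal at such genes would put their count at the level of the strongest list, and 21 of 24 genes had a filtered summit (p = 0.0001, permutation test over genes, the smallest that the random lists can give). By that planned test, unspecific signal at active genes remains a candidate explanation for part of the filtered peaks, and the excess of clock genes is not free of it. The level of the strongest list was not held under every setting. With a −log10 q of at least 10, 12 of the 24 genes (50%) had a summit, against 15 of 24 clock genes (62.5%) and 12 of 19 light signalling genes (63.2%). With only the flanks counted, 8 of 24 (33.3%) did, against 10 of 24 (41.7%) and 8 of 19 (42.1%). The list still exceeded random lists there, at permutation p-values of 0.0001, the smallest possible, and 0.0006. Narrower versions were then tested. Signal that is present without CO would appear in co-10, where 16.9 of these genes were expected with a callable peak and 0 had a summit. Signal that follows transcription in any gene class would reach ribosomal protein genes, which are generally highly expressed. Of 61, 6 had a filtered summit, or 9.84% (Wilson 95% interval 4.59 to 19.8), against 6.49 genes in random lists (permutation p = 0.64, adjusted p = 0.64). Transcript levels were not measured here, and that list mixes cytosolic and organellar proteins. Photosynthesis genes outside the fixed list did carry peaks, 22 of 33 or 66.7%, against 3.41 by chance (permutation p = 0.0001, the smallest possible, adjusted p = 0.0003). With a −log10 q of at least 10, 11 of these 33 genes (33.3%) did, against 1.77 by chance (permutation p = 0.0001, the smallest possible). The fixed list consists mainly of photosynthesis genes. Its other members, named after their values were seen, went both ways: CAT3, ACT2 and GRP7 had no summit, while UBQ10 had 3, the strongest at a fold enrichment of 18.8, and UBQ11 had 1 at 4.65. Membership in the photosynthesis class therefore does not account for all of the list. Binding at photosynthesis genes is a hypothesis these counts allow for part of the list; attachment of overexpressed, crosslinked CO to light-active chromatin would give the same counts and was not tested apart from it. At tRNA genes, another usual place of unspecific signal, 8 of 625 had a summit within 200 bp, against 7.14 ± 2.68 (SD) for moved summits (permutation p = 0.42).

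Clock genes of the fixed list that fell below the 12 named in the report also had summits, at fold enrichments of 7.42 (LNK1), 6.81 (TOC1), 5.91 (ZTL) and 5.88 (RVE6). PIF4 in the light signalling list had one at 4.67. These were named after their values were seen.

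BBX28 and BBX19, of the B-box family to which CO belongs, were among the 10 strongest filtered peaks. If strong peaks fell on the family by chance, other members would have summits no more often than random genes. Of 19 BBX genes outside the fixed lists and these peaks, 8 had a filtered summit, or 42.1%, against 2.16 in random lists (permutation p = 0.0007, adjusted p = 0.001). The strongest were BBX30 at a fold enrichment of 46.0 and BBX29 at 26.6, chosen after their values were seen. The co-10 list had a summit at 1 of the 19, BBX15, at a fold enrichment of 4.21 from a pileup of 8. A preference of CO for genes of its own family is a hypothesis, since the family was picked from these data.

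The strongest co-10 peak lies on CO, the gene that co-10 is meant to disrupt. Mixing of 35S:CO chromatin or libraries into co-10 would bring the other strong 35S:CO peaks along, but 0 of the 100 strongest overlapped a co-10 peak. Extra genomic copies of CO would raise the background in proportion, but the background there was 1.37 times the co-10 median while the pileup was 148 times it. Unspecific signal at highly transcribed genes has no counterpart in co-10, where 0 genes of that list had a summit. DNA of CO that entered after the inputs were taken, such as an amplicon or a plasmid, could give such a peak. Its width of 1640 bp cannot be told apart from genomic signal without the exon boundaries, which were not used here. Retention of the mutant locus by residual CO protein was not tested. As the filter removes what overlaps co-10, this peak also took the CO locus out of the filtered list.

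The co-10 list has 45 mitochondrial peaks and 44 in the chromosome 2 block, where 35S:CO has 1 and 3. The median co-10 background was 5.85 fragments in the block and 5.45 on the mitochondrial genome, against 0.956 at other nuclear co-10 peaks with a background under 10. That is consistent with reads shared between mitochondrial DNA and a copy of it on chromosome 2. Greater depth of co-10 is argued against by its mitochondrial background of 5.45, which was lower than the 12.8 at the only 35S:CO peak there. In the block, the co-10 median of 5.85 was likewise lower than the 11.5 at the 3 peaks of 35S:CO. Both comparisons rest on few 35S:CO peaks. Why the block is enriched in the co-10 immunoprecipitate was not tested.

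No pileup exceeded 585 in 35S:CO or 579 in co-10, and the shortest peaks were 297 and 298 bp wide. If at most 1 read per position and strand was kept and the shortest peak equals the fragment length, the ceiling would be 594 and 596. The highest pileup of 585 restates what was seen, and 3 and 2 peaks within 10 percent of the highest show no gathering at a limit. Whether such a limit was applied cannot be told apart from chance heights, since the fragment length is assumed.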
